A study of Mus musculus with 2 samples. Its data were reported in "VGLL3 is a mechanosensitive protein that promotes cardiac fibrosis through liquid–liquid phase separation" (2023).

How the data were processed

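Hearts of male C57BL/6J mice with permanent ligation of the left anterior descending coronary artery, or with a sham operation, were collected by the authors 3 days after surgery and frozen. Total RNA was extracted with ISOGEN and purified with an RNeasy kit, RNA from the hearts of 3 mice was mixed per group, and biotinylated cRNA was hybridised to GeneChip Mouse Genome arrays, 1 per pool. The labels name the whole heart as the tissue and do not separate infarcted from remote muscle. Per the labels, the deposited values are RMA values: the authors corrected the probes for background, normalized the 2 arrays against each other and summarised each probe set to 1 value on the log2 scale. The RMA software and its version are not given in the sources used here. The scale follows from the labels and from the range of the values, 2.95 to 14.9. Values are not centred per gene, since the medians of the columns were 6.36 (sham) and 6.35 (infarct), and differences are infarct minus sham throughout. Sorted values of the arrays differed by at most 0.11. No scanner file was used here. RMA normalization gives both arrays nearly the same distribution of values, so a difference in the total amount of mRNA per heart cannot be seen, and bright probe sets can be compressed. On 1155 probe sets both arrays had exactly the same value, and 967 of these were dimmer than the median of both arrays.

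Probe sets were named through the annotation of the array, with 34945 pairing with 1 gene symbol, 932 with several and 9160 with none. The latter kinds and 64 control probe sets took no part in the comparison of genes. Of the named probe sets, 34741 were matched by Entrez identifier to RefSeq genes of the assembly GRCm38.p6, and 0 symbols needed an update. No genome build goes with the array values, so coordinates are not given. A gene was represented by its probe set of highest mean log2 value over both arrays. It was compared only if that probe set reached the median of all probe sets on at least 1 array. Genes were counted as higher or lower at a log2 difference of 1 (2-fold) and at 1.4 (2.64-fold), the threshold of the study.

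With 1 array per group there is no spread between samples, so no p-value was computed and no sample could be left out. The disagreement between probe sets of a gene was pooled as an SD over genes with at least 2 probe sets bright enough. For 42 gene lists (pathways and cell type markers), the median difference of the members bright enough was set against 10000 random lists of the same size, drawn from 20 bins of genes by mean value. This percentile describes these 2 arrays and is no test of the conditions. The lists, the thresholds, the alternative settings and the rule for named genes were fixed before the data were examined. That rule named the study's fibrosis genes and the VGLL, TEAD and YAP families. It added the 10 highest and 10 lowest genes whose bright probe sets shared a sign, and of each list the 3 members with the largest difference and the largest of the opposite sign if it reached 2-fold. It gave 151 genes, of which the text names a part, and genes named for another reason are marked as such. The result of 1 of the lists is not reported here. Differences of the external controls are means over 18 hybridisation and 24 poly-A probe sets.

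For scaling, the alternative settings were each array centred on its median, quantile normalization, removal of a loess trend of the difference on the mean (span 0.4), and centring on the mean of the housekeeping genes. For the choice of probe sets they were the mean over the probe sets of a gene, leaving out probe sets that can bind several transcripts (IDs ending in _x_at or _s_at), no filter on dim probe sets, and the 75th percentile as the filter. Probe sets were also counted in place of genes, the threshold was moved from 1 to 1.4, genes of more than 1 list were left out, and means replaced medians. Centring on the hybridisation controls and on the poly-A controls was added after the data were seen. The procedure was tested on simulated data for the comparison of infarct with sham over 11894 genes. All genes shifted by 1.5 or 2.0 in either direction passed a difference of 1 (100% for each size), and 0 unshifted genes did. Of 40 unshifted lists, 0 lay outside the middle 95% of random lists, and 20 of 20 lists shifted by 0.5 lay above the 97.5th percentile. With 1 array per group the spread between mice is unknown. These results therefore check the procedure and give no error rate for the 2 pools. The computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9.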

Results

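Gene expression was measured in whole mouse hearts 3 days after myocardial infarction, produced by permanent ligation of the left anterior descending coronary artery, and 3 days after a sham operation in which the artery was left open. The mice were C57BL/6J males, 10 weeks old. RNA from the hearts of 3 mice was mixed in each group, and each pool was hybridised to 1 array. There were therefore 2 arrays and no replicates: no test between the groups was possible, and every difference given here is that between 1 infarct pool and 1 sham pool. Each array held 45101 probe sets, with a median log2 value of 6.36 in the sham pool and 6.35 in the infarct pool. Across probe sets, which are not independent replicates, Pearson's r between the arrays was 0.985. In all, 11961 of 18193 genes were bright enough to be compared. Probe sets of the same gene disagreed with an SD of 0.23 in their log2 difference (5190 genes with at least 2 such probe sets). This SD covers the probes and not the mice, and the number of arrays limits the precision of every value.

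The comparison of the infarct pool with the sham pool asked which genes differ in the heart early after infarction. Of the gene lists fixed in advance, those for cell division, macrophages, neutrophils and extracellular matrix had higher values in the infarct pool, and those for fatty acid oxidation and branched chain amino acid metabolism had lower values. In total, 446 genes were at least 2-fold higher in the infarct pool and 151 were at least 2-fold lower. At a log2 difference of 1.4, the threshold of the study, 178 genes were higher and 34 were lower. A gene had to be brighter than the median on 1 array only: 94 of the 446 were dimmer than it in the sham pool, and 23 of the 151 in the infarct pool. The size and rank of such a difference rest on a value with little signal and are uncertain. Of the 242 genes that differed 2-fold or more and had at least 2 probe sets bright enough, 231 (95.5%) had every such probe set on the same side of 0. Among genes under 2-fold, this share was 67.6%. The 2-fold rule picks differences far larger than the SD between probe sets (0.23), so a shared sign is largely set by that rule. The contrast of these shares is therefore no independent evidence for the genes counted.

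The balance of higher and lower genes depended on where the zero of the scale was set. The 11 measured housekeeping genes were on average 0.42 higher in the infarct pool (log2), with single genes from 0.0099 (Tbp) to 1.12 (Gusb). By contrast, the hybridisation controls, bacterial and phage transcripts added to each sample, were on average 0.32 lower. The poly-A controls, also added transcripts, were 0.057 higher. Single probe sets ran from -0.54 to -0.0032 for the hybridisation controls and from -0.059 to 0.21 for the poly-A controls. None of these means is therefore an offset shared by all of its genes or probe sets. Which zero is right was not tested. Centring the arrays on the housekeeping genes left 171 genes at least 2-fold higher and 787 lower, and moved the median of all genes by -0.42. Centring on the hybridisation controls gave 962 higher and 40 lower, and moved that median by 0.32. Centring on the poly-A controls gave 391 higher and 198 lower. A difference between 0 and 0.42 thus changes sign under the former centring, and one between -0.32 and 0 under the latter. With respect to RNA integrity, the 5' and 3' control probe sets of Actb differed between the pools by 0.67 and 0.70, and those of Gapdh by 0.053 and 0.051.

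The highest difference was that of Sprr1a, which encodes a small proline-rich protein, at 3.91 (8.40 in the sham pool and 12.31 in the infarct pool). It was followed by Chil3, a chitinase-like protein of macrophages, at 3.67, and by Nmrk2, a nicotinamide riboside kinase of muscle, at 3.64 (12.5-fold). The chemokine receptor gene Cxcr6 (3.21), the cytokine gene Il6 (3.05), AA467197 (2.98), Crct1 (2.95), the metalloprotease gene Adam8 (2.70), the cholesterol transporter gene Star (2.69) and the transcription factor gene Egr2 (2.67) completed the top 10. Of these genes, Chil3, Cxcr6, Il6, Crct1, Star and Egr2 were dimmer than the array median in the sham pool, which leaves their order open. The 3 probe sets of Star ranged from 0.79 to 2.69. At the other end, Inmt, which encodes an N-methyltransferase, was 5.54-fold lower in the infarct pool (log2 difference -2.47). Ces1d, a carboxylesterase gene, followed at -2.14, with 3 probe sets between -2.33 and -1.74. The remaining genes among the 10 lowest were Ano10 (-2.10), Amy1 (-2.03), Pkd2l2 (-1.88), the aquaglyceroporin gene Aqp7 (-1.86), the kinase gene Mylk4 (-1.83), the sodium channel subunit gene Scn4b (-1.83), Bex1 (-1.76) and Ttll1 (-1.76). The latter rests on 1 probe set, since another of Ttll1 differed by only -0.047. In the infarct pool, Amy1, Pkd2l2, Aqp7 and Bex1 were dimmer than the array median, so that their order is open too.

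**Figure D1:**
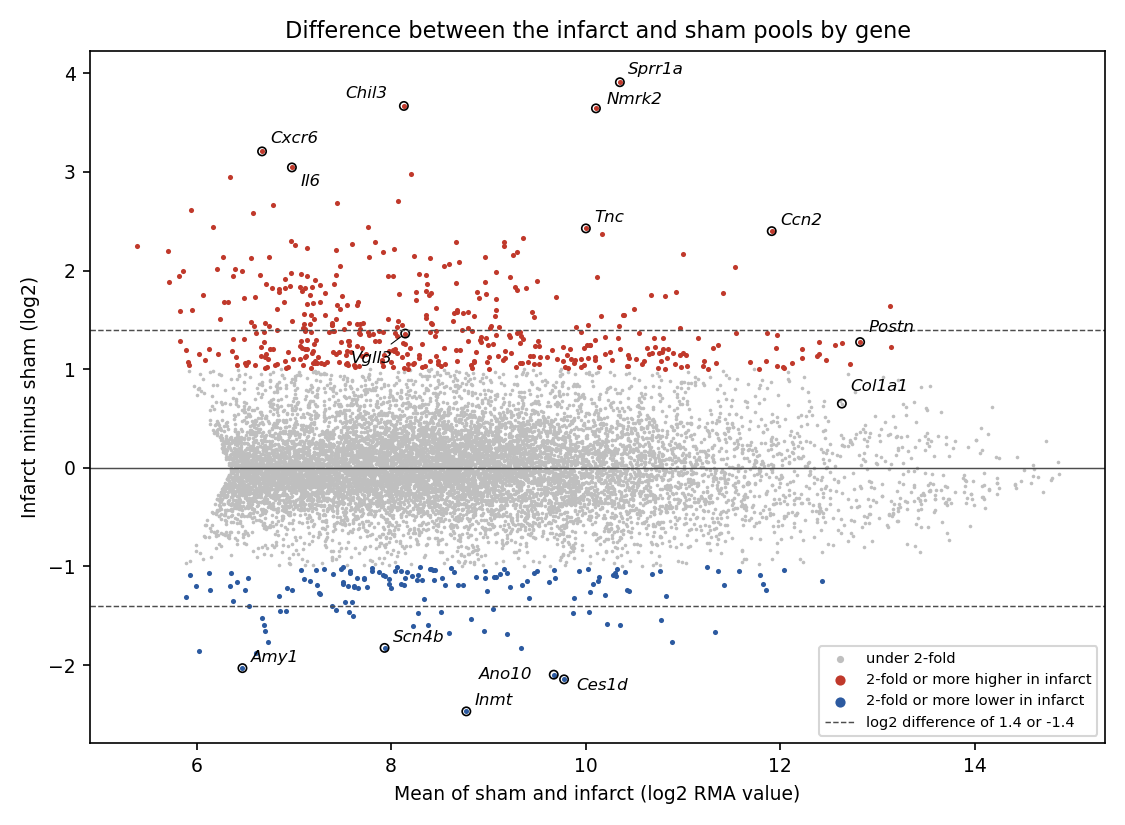
Log2 difference (infarct minus sham) of 11961 genes against their mean log2 value in both pools, 1 point per gene, with genes at least 2-fold higher in red and at least 2-fold lower in blue. Sprr1a lay highest (3.91) and Inmt lowest (-2.47), and Vgll3 (1.36) lay just under the dashed line at 1.4.

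Fibrosis genes were higher in the infarct pool, by different amounts. Postn, which encodes the matrix protein periostin, had the highest difference of the study's marker genes after Vgll3 itself, with 12.18 in the sham pool and 13.46 in the infarct pool (difference 1.28, 2.42-fold). The fibrillar collagen genes Col1a1 and Col1a2 differed by 0.65 and 0.60, and Acta2, which encodes smooth muscle α-actin, by 0.54. Col14a1 (0.35) and Col6a1 (0.27) differed least, and both lay below 0 after centring on the housekeeping genes. The second probe set of Col1a1 gave only 0.19, while the other probe sets of Col1a2 gave 0.88 and 1.07. These 6 genes and Vgll3 had a median of 0.60, higher than 99.7% of random lists of the same size and brightness, and the 6 without Vgll3 had one of 0.57 (99.6%). The study took Vgll3 partly from these same 2 arrays and used the others as fibrosis markers, so that the list is no independent evidence of a direction.

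The wider lists of extracellular matrix genes were higher in the infarct pool as well. All 17 collagen genes lay above 0 (14 after centring on the housekeeping genes), and 6 were at least 2-fold higher. Their median of 0.89 exceeded those of all 10000 random lists. Col8a1, a short-chain collagen, had the largest difference (2.17), and Col4a1 (1.25) and Col5a2 (1.20) followed. Of 22 matrix glycoprotein and proteoglycan genes, 12 were at least 2-fold higher (median 1.10), while 5 lay below 0, or 2 after centring on the hybridisation controls: Fmod (-0.43), Dcn (-0.34), Lama2 (-0.31), Thbs2 (-0.083) and Lum (-0.069), named after their values were seen. The highest were Tnc, which encodes the injury-induced protein tenascin C (2.43), the matricellular gene Ccn2 (2.40) and Thbs1 (1.96). Collagen processing enzymes had a median of 0.82 over 12 genes, and 3 of them were at least 2-fold higher: the lysyl oxidases Lox (1.74) and Loxl3 (1.71), which crosslink collagen, and the collagen chaperone Serpinh1 (1.02). Matrix proteases and their inhibitors had a median of 0.74 over 17 genes, and 6 of them were at least 2-fold higher. These included Mmp12 (2.05), Timp1 (2.04) and Adamts4 (1.81, dim in the sham pool, and 3.43 by its other probe set). Another 4 lay below 0, or 2 after centring on the hybridisation controls: Timp4 (-0.38), Timp3 (-0.37), Mmp2 (-0.31) and Adamts5 (-0.11), again named after their values were seen.

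Genes listed for the contractile apparatus of myofibroblasts were higher too, whereas markers of fibroblast identity went both ways. The 13 contractile genes had a median of 0.89, and all lay above 0 (11 after centring on the housekeeping genes). Actn1, which encodes an α-actinin of stress fibres, led with 1.61, followed by Tagln2 (1.30) and Tpm4 (1.21). Lowest were Cnn1 (0.30) and Vcl (0.42), both named after their values were seen, and Acta2 (0.54), whose protein the study used as a myofibroblast marker. Which cells carried these differences was not tested. The 13 fibroblast identity genes had a median of 0.016, and 51.8% of random lists were lower; this median lay below 0 under quantile normalization and after centring on the housekeeping genes or the poly-A controls. Thy1 was at least 2-fold higher (1.09), while Clec3b (-0.89) and Gsn (-0.79) were lower. Genes of the TGF-β pathway, which drives the differentiation of myofibroblasts, had a median of 0.44 over 17 genes. This median was little more than the 0.42 that centring on the housekeeping genes subtracts. Above 0 lay 13 of the 17 genes (9 after that centring). Another 4 lay below 0 (2 after centring on the hybridisation controls), with Tgfbr3 lowest (-0.70, named after its value was seen). Of the 17 genes, the latent TGF-β binding protein gene Ltbp2 (2.08), Tgfbi (1.31) and the ligand gene Tgfb2 (1.09) were at least 2-fold higher.

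Vgll3, a transcription cofactor gene and the subject of the study, had the largest difference of its family. The study picked it partly for its difference on these same 2 arrays, so that this rank is not independent of that choice. Its value was 7.46 in the sham pool and 8.83 in the infarct pool by its brightest probe set, a difference of 1.36 (2.57-fold). Its other probe sets gave 1.35 and 1.49, so that 1 of 3 probe sets passed the threshold of 1.4. By contrast, Vgll4 differed by -0.12 and Vgll1 by -0.063, and Vgll2 was dimmer than the median of both arrays. The genes of the TEAD transcription factors, the usual partners of VGLL proteins, differed by 0.16 (Tead1), 0.30 (Tead2), 0.040 (Tead3) and 0.052 (Tead4), with dim values of Tead2 and Tead4 in the sham pool. Yap1 and Wwtr1, which encode the TEAD cofactors YAP and TAZ, differed by 0.067 and 0.19. The median of these 9 measured family members, Vgll3 included, was 0.067, and it lay below 0 after centring on the housekeeping genes. A list of genes for NONO, other RNA-binding proteins and the noncoding RNA Neat1, several of which the study examined together with VGLL3, had a median of 0.19 over 10 genes, again below 0 after that centring, and none differed by 2-fold. The highest of them were Rbm14 (0.56) and Tardbp (0.52), although the 5 probe sets of Tardbp ran from -0.35 to 0.82.

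**Figure D2:**
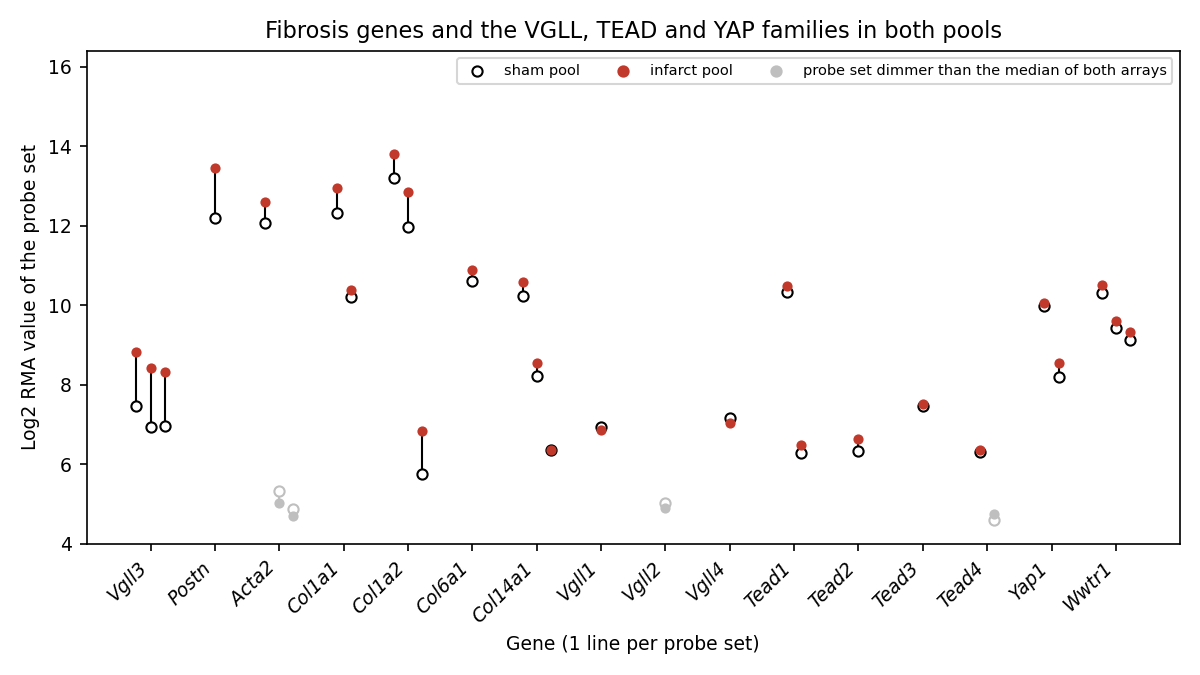
Log2 values of each probe set of the study's fibrosis genes and of the VGLL, TEAD and YAP families in the sham pool (open circles) and the infarct pool (red), with probe sets dimmer than the median of both arrays in grey. All 3 probe sets of Vgll3 were higher in the infarct pool, by 1.35 to 1.49, while the other measured family members differed by at most 0.30 at their brightest probe set, and those between 0 and 0.42 lay below 0 after centring on the housekeeping genes.

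Markers of monocytes, macrophages and neutrophils were higher in the infarct pool. All 22 monocyte and macrophage markers lay above 0 (21 after centring on the housekeeping genes), and 13 were at least 2-fold higher. Their median of 1.15 exceeded those of all random lists. Besides Chil3, the scavenger receptor gene Msr1 was at least 2-fold higher (1.95). Only 6 of the 13 neutrophil markers on the array were bright enough, with a median of 0.99; S100a8 (1.72), S100a9 (1.54) and Csf3r (1.11) were at least 2-fold higher. Without the brightness rule, the median of the neutrophil markers was 0.45. Of 26 chemokine and cytokine genes, 7 were at least 2-fold higher, with Ccl2 (2.13), which recruits monocytes, and Cxcl2 (1.73, dim in the sham pool), which recruits neutrophils, next after Il6. Their median was 0.40 and lay at -0.023 after centring on the housekeeping genes. Markers of resident macrophages had a median of 0.19 over 6 genes, below 0 after that same centring, and Cx3cr1 alone was at least 2-fold higher (1.28). Just 4 of 16 lymphocyte markers were bright enough, with a median of -0.14 that lay above 0 after centring on the hybridisation controls. Of the blood markers, the erythroid genes Alas2 and Hbb-b2 differed by -0.0084 and -0.049, and of 6 platelet markers (median -0.057) Ppbp (1.83, dim in the sham pool) and Pf4 (1.04) were higher. Both the erythroid median, -0.028, and the platelet median lay above 0 after centring on the hybridisation controls.

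Cell cycle genes formed the list with the highest median, 1.87 over 29 genes. All of them lay above 0 (28 after centring on the housekeeping genes), and 27 were at least 2-fold higher; the exceptions were Pcna (0.91) and Cenpa (0.10), named after their values were seen. Cks2 (2.29), the proliferation marker Mki67 (2.28) and the spindle checkpoint kinase gene Bub1 (2.44) had the largest differences, although Bub1 was dim in the sham pool. The median was 1.45 when the probe sets of a gene were averaged.

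Genes of cardiomyocyte energy metabolism were lower in the infarct pool, whereas most structural genes differed little. All 26 fatty acid oxidation genes lay below 0 (23 after centring on the hybridisation controls), with a median of -0.63, under those of all 10000 random lists. Ucp3, which encodes a mitochondrial uncoupling protein (-1.53), and the thioesterase gene Acot1 (2.83-fold) were at least 2-fold lower, and the isomerase gene Eci1 was next (-0.97). All 18 TCA cycle genes (median -0.35) and all 22 oxidative phosphorylation genes (median -0.33) also lay below 0 (13 and 12 after centring on the hybridisation controls), although none was 2-fold lower; the largest differences were those of Idh2 (-0.78) and Cox8b (-0.66). After centring on the hybridisation controls, the 2 medians were -0.029 and -0.0088. Genes of creatine and branched chain amino acid metabolism had a median of -0.65 over 17 genes, 16 of them below 0 (12 after that centring). Bckdha, a subunit of the complex that commits branched chain amino acids to breakdown (-1.24), and Ivd (-1.19) were at least 2-fold lower. Glycolysis and hypoxia genes had a median of 0.36 over 22 genes, which lay at -0.061 after centring on the housekeeping genes. The lactate transporter gene Slc16a3 (1.41), Pgam1 (1.22) and Pfkp (1.21) were the highest of the 5 that were at least 2-fold higher.

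The 19 cardiomyocyte structural genes had a median of -0.12, which was 0.20 after centring on the hybridisation controls, and none differed by 2-fold. Tcap (-0.85) and Ldb3 (-0.73), which encode Z-disc proteins, were the lowest, and Des (0.51) the highest. Calcium handling genes had a median of -0.27 over 14 genes, above 0 after centring on the hybridisation controls, and Hrc, which encodes a calcium-binding protein of the sarcoplasmic reticulum, was at least 2-fold lower (-1.15). Ion channel genes had a median of -0.41 over 11 genes, which was -0.096 after centring on the hybridisation controls. Below 0 lay 9 of these genes (8 after that centring). Besides Scn4b, the 2-fold lower ones were Kcnip2 (-1.58) and Kcnd2 (-1.21), subunits of the channel of the transient outward potassium current. Of 11 stress and fetal genes of the heart (median 0.62), 10 lay above 0 (8 after centring on the housekeeping genes) and Runx1 below it (-0.41), named after its value was seen. Only Nppb, which encodes the natriuretic peptide BNP (1.64), and Atf3 (1.06) were at least 2-fold higher. Atrial markers had a median of -0.016 over 7 genes, which lay above 0 after centring on the hybridisation controls.

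**Figure D3:**
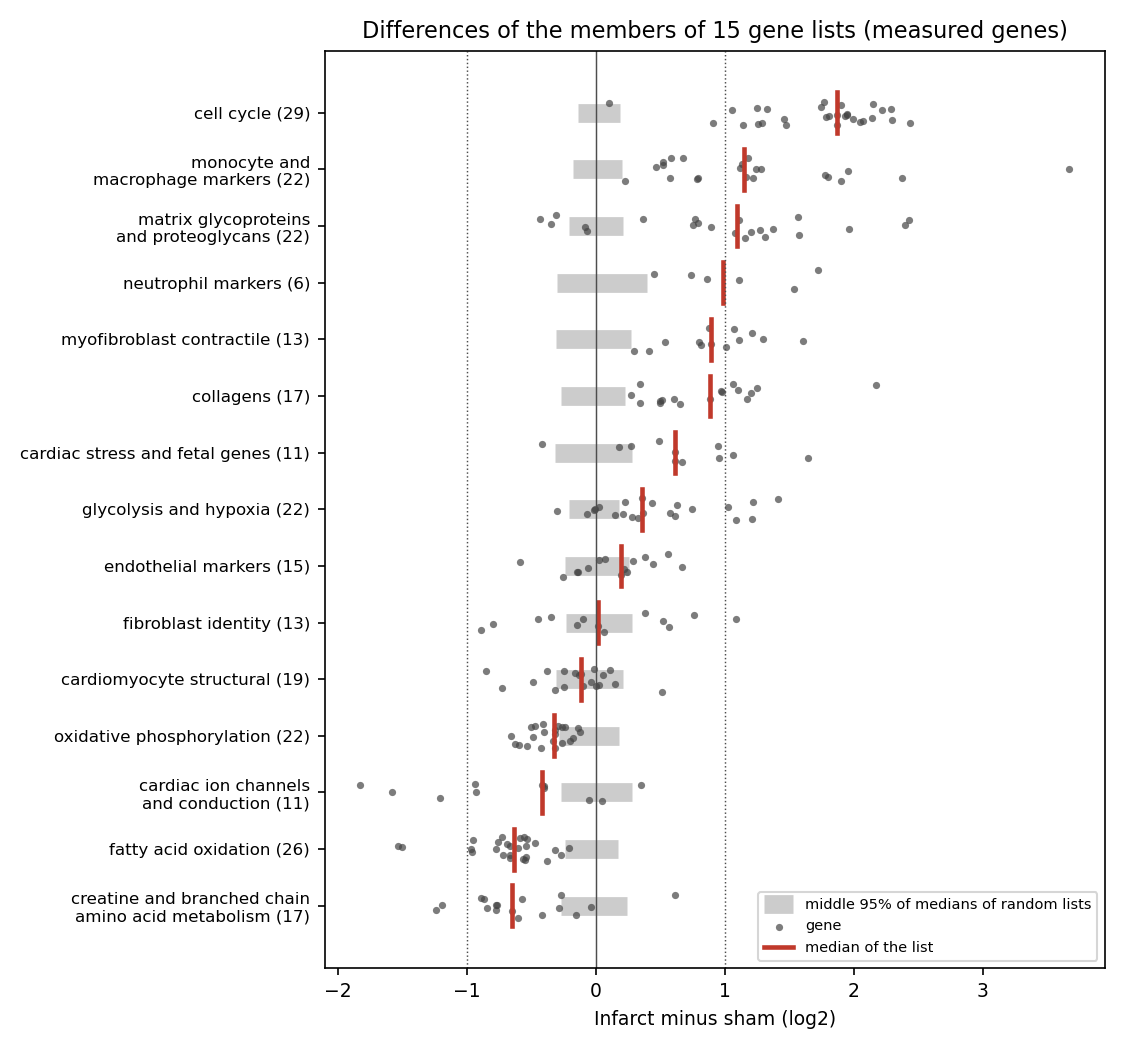
Log2 differences (infarct minus sham) of the measured members of several gene lists, 1 point per gene, with the median of each list as a red bar and the middle 95% of the medians of 10000 random lists of matched brightness as a grey band. Medians ran from 1.87 (cell cycle) to -0.65 (creatine and branched chain amino acid metabolism). Those of endothelial markers, fibroblast identity and glycolysis lay below 0 after centring on the housekeeping genes, and that of cardiomyocyte structural genes lay above 0 after centring on the hybridisation controls.

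Marker lists of endothelial cells, of pericytes and smooth muscle, of Schwann cells and neurons, and of mast and dendritic cells had medians between -0.21 and 0.21. The 15 endothelial markers had a median of 0.19, below 0 after centring on the housekeeping genes, with Cldn5 (0.67) at one end and Aqp1 (-0.59) at the other. Pericyte and smooth muscle markers had a median of -0.14 over 9 genes, above 0 after centring on the hybridisation controls, and Abcc9 (-0.93) and Myh11 (-0.77) were lowest. Schwann cell and neuronal markers had a median of 0.21 over 4 genes, below 0 after centring on the housekeeping genes, with Tubb3 at 1.04. Mast cell and dendritic cell markers had a median of -0.21 over 6 genes, above 0 after centring on the hybridisation controls. Among the latter, the mast cell protease gene Cma1 was at -0.98, whereas Kit was at 1.21 with a dim value in the sham pool.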

Values the study reported

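From cultured cardiac myofibroblasts, the study picked 107 genes that were over 16-fold lower once the cells lost their differentiated state in suspension and over 16-fold higher when they regained it. According to its results, 8 of these genes also passed a 2.639-fold increase in the mouse heart 3 days after infarction, and VGLL3 was chosen from among them. The arrays of the cultured cells are not analysed here.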

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

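Probe sets without a single gene symbol took no part in the comparison of genes and showed differences from the sham control of their own. Of 2357 bright enough with no symbol, 43 (1.82%) were at least 2-fold higher in the infarct pool and 34 (1.44%) at least 2-fold lower, with extremes of 2.43 and -2.06. Of 576 that pair with several symbols, 25 (4.34%) were at least 2-fold higher and 2 (0.347%) lower, with extremes of 3.16 and -1.29. Among the genes compared, the corresponding shares were 3.73% higher and 1.26% lower. The genes behind these probe sets are not reported here, and no explanation was tested.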

How the results depend on the processing

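Centring on the hybridisation and on the poly-A controls was chosen after seeing the data, and the other alternatives were planned. With 1 array per group, leaving out a sample was not possible. No paired analysis was possible because each group holds 1 pool. Median centring, quantile normalization, loess and the poly-A controls moved no list median of the 42 and no named gene of the 151 by more than the SD between probe sets (0.23). They shifted the median of all genes by only 0.013, -0.032, 0.011 and -0.057, and sorted values of the arrays already differed by at most 0.11. This stability was thus largely fixed in advance, and these settings add to the unmoved results in the totals that follow. Over all alternatives, 400 of 501 list medians and 1140 of 1467 differences of named genes stayed within that SD, 98 and 327 moved by more, and 3 and 0 changed sign (of lists outside the middle 95% of random lists and of genes at least 2-fold different). The 75th percentile filter left 116 of the 151 named genes and 40 of 42 lists with a value. Averaging probe sets, and leaving out those that can bind several transcripts, left 147 genes each, and dropping shared genes left 41 lists. Dim probe sets, with little signal over background, left only 4 of 16 lymphocyte, 2 of 6 erythroid and 6 of 13 neutrophil markers.

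Centring on the housekeeping genes gave 171 genes higher and 787 lower at 2-fold, and 81 and 166 at 1.4. List medians were then 0.46 (collagens), 0.67 (matrix glycoproteins), -0.41 (fibroblast identity), 0.47 (myofibroblast contractile), 0.56 (neutrophil), 0.72 (monocyte and macrophage), -0.54 (cardiomyocyte structural), -1.06 (fatty acid oxidation), -0.75 (oxidative phosphorylation) and 1.44 (cell cycle). The 3 changes of sign were glycolysis and hypoxia (-0.061), chemokines and cytokines (-0.023) and the housekeeping genes themselves (-0.068). Centring on the hybridisation controls gave 962 higher and 40 lower, and 367 and 10 at 1.4. In the same order, the medians were 1.21, 1.42, 0.33, 1.21, 1.30, 1.47, 0.20, -0.31, -0.0088 and 2.18. Both centrings subtract 1 number from every difference, which by construction is the cause. All 171 and 81 higher genes of the former, and all 40 and 10 lower genes of the latter, were also called in the deposited scaling.

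Averaging the probe sets of a gene gave 114 genes higher at 1.4 and a cell cycle median of 1.45; the cause was not tested. The 75th percentile filter, which compares fewer genes, gave 113 higher at 1.4. The neutrophil median was 0.45 without a filter and 1.54 with the stricter one, over different members by construction. Probe sets counted in place of genes gave 790 higher and 280 lower, and 293 and 59 at 1.4, since a gene can have several. The threshold of 1.4 left 178 and 34 of the genes called at 1.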

Other observations

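The lists of clock genes and the comparison at equal brightness were chosen after related values were seen, as was the demand that the antiphase clock genes meet their bound with and without a dim member; the other tests were set before their results. Further gene lists follow. Muscle and cardiac transcription factor genes had a median of -0.35 over 15 genes, higher than only 0.17% of random lists but at -0.036 after centring on the hybridisation controls, with 8 genes then below 0, and Klf15, a regulator of lipid and amino acid metabolism in the heart, was at least 2-fold lower (-1.10). Epicardial and mesothelial markers had a median of -0.36 over 8 genes (-0.042 and 4 genes below 0 after that centring), with Upk3b (-1.33) and Msln (-0.97) lowest, whereas Aldh1a2, which encodes a retinoic acid synthesising enzyme of the epicardium, was at 1.37. The 4 measured adipose markers did not stand out from random lists (median -0.15, above 0 after centring on the hybridisation controls), and the adiponectin gene Adipoq alone was at least 2-fold lower (-1.52), with a dim value in the infarct pool. Angiogenesis and growth factor genes had a median of 0.48 over 18 genes, with Ereg (1.95, dim in the sham pool), Igfbp3 (1.84) and Hbegf (1.58) highest. They went both ways: 12 lay above 0 (10 after centring on the housekeeping genes) and 6 below it (5 after centring on the hybridisation controls). Vegfb was lowest (-0.80, named after its value was seen). ER stress and secretory genes had a median of 0.51 over 16 genes, led by Manf (1.25). Of these 16 genes, 12 lay above 0 (10 after centring on the housekeeping genes). The other 4 lay below 0 (2 after centring on the hybridisation controls), with Herpud1 lowest (-0.62, named after its value was seen).

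Interferon response genes differed little between the pools: their median was 0.15 over 15 genes, below 0 after centring on the housekeeping genes, and none differed by 2-fold. Mx1 was the highest (0.67) and Gbp2 the lowest (-0.49). Complement and acute phase genes had a median of 0.18 over 10 genes, and oxidative stress and heme genes one of 0.24 over 14, both below 0 after centring on the housekeeping genes. Within them, Lcn2 (1.27), Ptx3 (1.23) and C3ar1 (1.19), and the heme oxygenase gene Hmox1 (2.33) and the metallothionein gene Mt2 (1.00), were at least 2-fold higher. Housekeeping genes, often used as references, had a median of 0.36 over 11 genes, which lay at -0.068 after centring on their own mean. Gusb (1.12) and Actb (0.82) were the highest, and a second probe set of Actb gave -0.62.

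Fatty acid oxidation genes were lower than structural genes of the same cells, and a lower share of cardiomyocyte RNA would lower both alike. Their median of -0.63 differed by -0.25 from the lower quartile of the structural genes in their range of brightness, but the bootstrap SE was 0.17 and 12 of the 26 genes were dimmer than any structural gene. The differences lay closer to 0 at higher mean values across 127 cardiomyocyte genes (Spearman's rho 0.418 across genes, which are not independent), so compression of bright probe sets may add to the gap. Where both lists share a range of brightness, however, 14 fatty acid oxidation genes had a median of -0.57 and 13 structural genes one of -0.16, a gap of -0.42 (bootstrap SE 0.12), which argues against brightness alone and against an equal loss of all cardiomyocyte RNA as the only source. A lower expression of these genes per cardiomyocyte after infarction stays open, as a hypothesis from 1 pool per group. It was not tested, since RNA of whole hearts gives no value per cardiomyocyte, and isolated cardiomyocytes would be needed to decide it. Whether the time of day at which the pools were collected, raised below for the clock genes, also bears on these genes was not tested.

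Monocyte, macrophage and neutrophil markers were higher in the infarct pool, and infiltration of the tissue or more blood left in those hearts may account for this. More blood was taken to raise erythroid markers by at least 0.49, a bound set from the neutrophil median of 0.99. The 1 measured erythroid marker other than a globin, Alas2, differed by -0.0084, which is below that bound, yet it is a single gene and not below 0 by more than the SD between probe sets. The globin gene Hbb-b2 was at -0.049, and of 6 platelet markers 2 were higher, Ppbp (1.83, dim in the sham pool) and Pf4 (1.04), while 1 was at 0 and 3 lay below 0 (median -0.057, above 0 after centring on the hybridisation controls). Blood and infiltration cannot be told apart with these markers.

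Dbp, a clock-controlled transcription factor gene, was lower in the infarct pool by both of its probe sets (-1.67 and -1.86). The rule for named genes picked neither Dbp nor the clock genes below. The 6 clock genes that peak near Dbp (Tef, Hlf, Nr1d1, Nr1d2, Per3 and Ciart) all lay below 0, with a median of -1.11, under those of all random lists. Of 5 genes of the opposite phase, the 4 bright enough had a median of 0.62, with Arntl at 0.90, Nfil3 at 0.84, Clock at 0.40 and Cry1 at 0.010. The median was 0.40 with the dim Npas2 included. The bound for this median was 0.5, which the 4 genes met and the 5 genes did not. The median of the 5 genes, Clock and Cry1 lay below 0 after centring on the housekeeping genes. Collection of the pools at different times of day may produce such opposite differences, and so could an effect of infarction on the clock of the heart. They cannot be told apart, because each group is 1 pool and no collection time is given in the sources used here.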
